# MYC-targeted WDR4 promotes proliferation, metastasis, and sorafenib resistance by inducing CCNB1 translation in hepatocellular carcinoma

**DOI:** 10.1038/s41419-021-03973-5

**Published:** 2021-07-09

**Authors:** Peng Xia, Hao Zhang, Kequan Xu, Xiang Jiang, Meng Gao, Ganggang Wang, Yingyi Liu, Ye Yao, Xi Chen, Weijie Ma, Zhonglin Zhang, Yufeng Yuan

**Keywords:** RNA, Tumour biomarkers, Cell invasion

## Abstract

Hepatocellular carcinoma (HCC) is one of the most common malignancies worldwide. However, there still remains a lack of effective diagnostic and therapeutic targets for this disease. Increasing evidence demonstrates that RNA modifications play an important role in the progression of HCC, but the role of the N7-methylguanosine (m7G) methylation modification in HCC has not been properly evaluated. Thus, the goal of the present study was to investigate the function and mechanism of the m7G methyltransferase WD repeat domain 4 (WDR4) in HCC as well as its clinical relevance and potential value. We first verified the high expression of WDR4 in HCC and observed that upregulated WDR4 expression increased the m7G methylation level in HCC. WDR4 promoted HCC cell proliferation by inducing the G2/M cell cycle transition and inhibiting apoptosis in addition to enhancing metastasis and sorafenib resistance through epithelial-mesenchymal transition (EMT). Furthermore, we observed that c-MYC (MYC) can activate WDR4 transcription and that WDR4 promotes CCNB1 mRNA stability and translation to enhance HCC progression. Mechanistically, we determined that WDR4 enhances CCNB1 translation by promoting the binding of EIF2A to CCNB1 mRNA. Furthermore, CCNB1 was observed to promote PI3K and AKT phosphorylation in HCC and reduce P53 protein expression by promoting P53 ubiquitination. In summary, we elucidated the MYC/WDR4/CCNB1 signalling pathway and its impact on PI3K/AKT and P53. Furthermore, the result showed that the m7G methyltransferase WDR4 is a tumour promoter in the development and progression of HCC and may act as a candidate therapeutic target in HCC treatment.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most common malignant tumours and the fourth leading cause of cancer deaths worldwide [1]. The occurrence and development of HCC is a complicated process involving a combination of aetiologies. Although targeted therapy has achieved breakthroughs in recent years, a large number of HCC patients still miss the best treatment opportunities due to late diagnosis [2, 3]. Thus, there is an urgent need to develop additional diagnostic markers and therapeutic targets for HCC, which requires further research to determine the occurrence and development of HCC [4–6].

Since discovering the first form of RNA modification, more than 150 different RNA modifications in various RNA molecules have been identified [7, 8], among which N7-methylguanosine (m7G) is the most abundant modification in the 5′ cap of mRNA [9–11]. With increased research in recent years, the m7G modification has been shown to have extensive effects on tRNA, rRNA, and mRNA and plays a vital role in various biological processes, including transcription elongation, pre-mRNA splicing, and mRNA translation [12–14]. However, the genetic characteristics and prognostic value of the m7G methyltransferase WDR4 in HCC remain unknown. Therefore, in the present study, we first used The Cancer Genome Atlas-Liver Hepatocellular Carcinoma (TCGA-LIHC) dataset and clinical data to assess WDR4 transcript levels in HCC and their impact on HCC patient prognosis. Mechanistically, we provided evidence that WDR4 is transcriptionally activated by c-MYC (MYC), facilitates cell proliferation and metastasis, and enhances sorafenib resistance by promoting CCNB1 translation in HCC. Thus, WDR4 is expected to be developed as a biomarker and potential therapeutic target for HCC patient prognosis.

## Results

### WDR4 is highly expressed in HCC and associated with poor HCC patient prognosis

Analysis of the TCGA-LIHC dataset showed that WDR4 transcript levels significantly increased in HCC (Fig. 1A). Kaplan−Meier survival analysis revealed that WDR4 overexpression was significantly related to the poor prognosis of HCC patients (Fig. 1B). UALCAN database analysis demonstrated that WDR4 transcript levels were significantly correlated with tumour grade and stage (Fig. 1C). To investigate the roles of WDR4 in HCC progression, we first evaluated the mRNA and protein levels of WDR4 in four HCC cell lines (Hep-3B, Hep-G2, HCC-LM3, and Huh-7) and observed that they were upregulated compared to those observed in hepatocytes (L02 cells; Fig. 1D). Additionally, the WDR4 mRNA and protein levels in tumours and adjacent normal tissues of 80 HCC patients were determined by qRT-PCR, Western blotting, and immunohistochemical (IHC) staining. WDR4 protein levels were significantly increased in HCC (Fig. 1E, F), while WDR4 mRNA levels were positively correlated with tumour size, TNM stage, BCLC stage, PVTT, and lymph node metastasis (Table S1). More importantly, univariate and multivariate analyses of clinicopathological characteristics revealed that high WDR4 expression in HCC correlated with shorter survival (Table S2). These results indicate that WDR4 is a promising candidate biomarker for the diagnosis and prognosis of HCC.

**Fig. 1:**
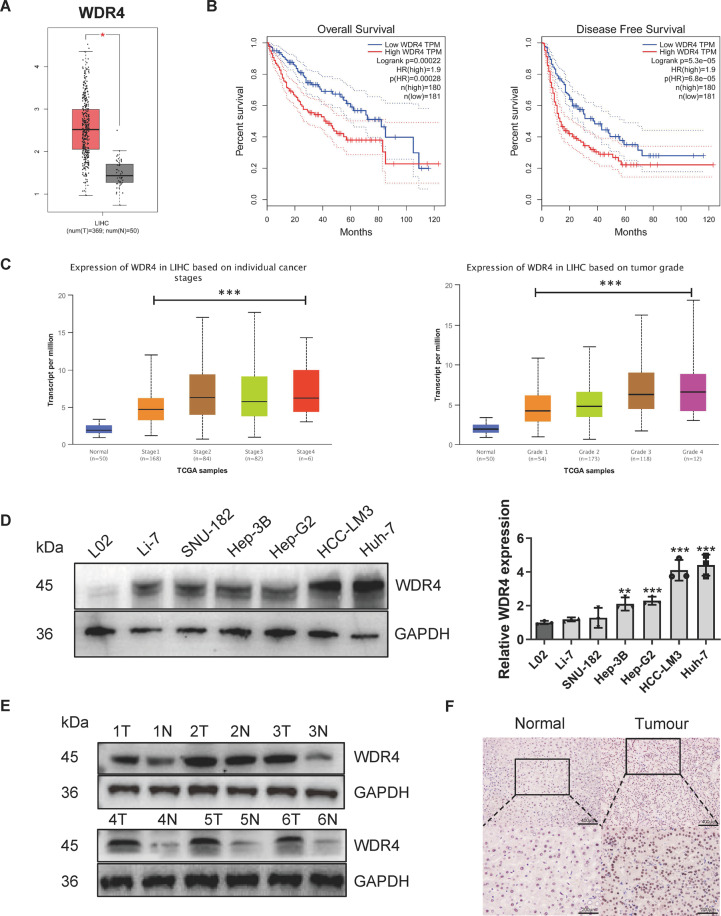
WDR4 expression is significantly increased in HCC. **A** Analysis of WDR4 transcript levels in HCC and normal tissues based on the TCGA database. **B** Overall and relapse-free survival curves of HCC patients. **C** WDR4 transcript levels are significantly related to HCC tumour stage and grade. **D** WDR4 expression in immortalized hepatocytes and six HCC cells. **E**, **F** Representative WDR4 expression and IHC results in 80 pairs of tumour tissues. *p < 0.05; **p < 0.01; ***p < 0.001.

### WDR4 promotes HCC growth by inducing the G2/M cell cycle transition and inhibiting apoptosis

To further investigate the biological significance of WDR4 in HCC, we designed siRNA to knock-down WDR4 in Huh-7 and HCC-LM3 cells (Fig. 2A). The CCK-8 and clone formation assay results showed that WDR4 knockdown inhibited cell proliferation (Fig. 2B, C). Moreover, flow cytometry analysis showed that WDR4 knockdown caused cell cycle arrest in the G2/M phase and apoptosis (Fig. 2D, E). To further confirm the oncogenic effect of WDR4 in HCC, we constructed Li-7 cells overexpressing WDR4 (Fig. S1A). As expected, WDR4 overexpression promoted cell proliferation (Fig. S1B, S1C), induced the G2/M phase transition of the cell cycle, and inhibited cell apoptosis (Fig. S1D, S1E). Subsequently, we further assessed whether WDR4 regulates cell cycle- and apoptosis-related factors. Western blot analysis showed that WDR4 knockdown significantly upregulated P21 and downregulated CDC25C and CCNB1 (G2/M cyclin) protein levels. In addition, WDR4 knockdown significantly downregulated full-length (FL) caspase3 and upregulated cleaved-length (CL) caspase3 levels (Fig. 2F). These findings were supported by the results obtained through using WDR4-overexpressing cells (Fig. S1F) and indicated that WDR4 affects HCC cell growth by inducing the G2/M phase transition and inhibiting cell apoptosis.

**Fig. 2:**
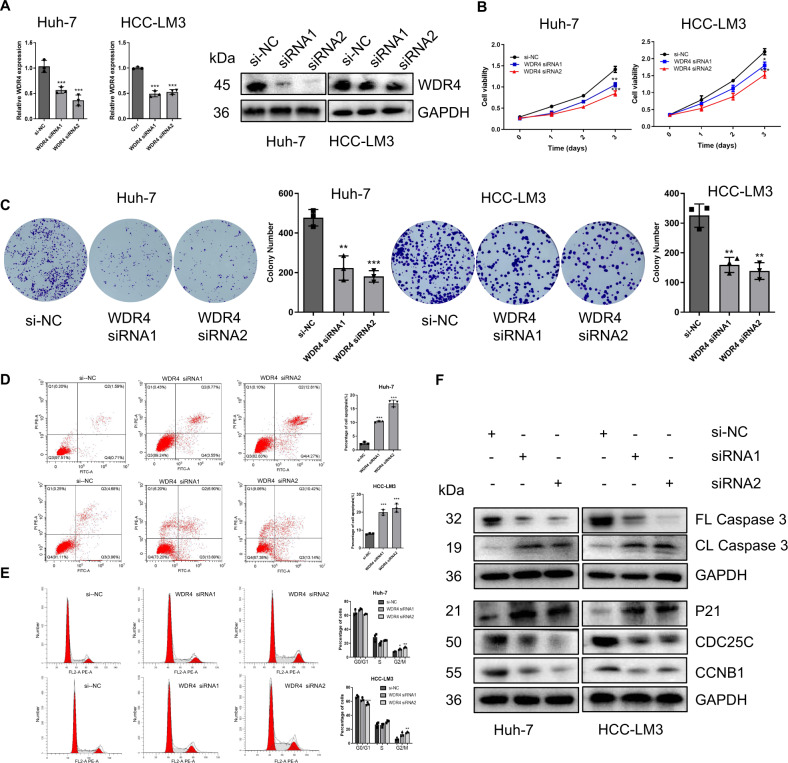
WDR4 promotes HCC cell growth. **A** Knockdown of WDR4 expression in Huh-7 and HCC-LM3 cells by siRNA. **B**, **C** CCK-8 and colony formation assays showing the proliferation ability of Huh-7 and HCC-LM3 cells. **D**, **E** Flow cytometry results showing the effect of WDR4 knockdown on apoptosis and cell cycle progression in Huh-7 and HCC-LM3 cells. **F** The expression of genes related to the cell cycle and apoptosis was detected by Western blotting. *p < 0.05; **p < 0.01; ***p < 0.001.

### WDR4 promotes HCC cell migration and invasion by promoting EMT

In subsequent experiments, transwell and scratch wound-healing assay results showed that WDR4 knockdown inhibited cell invasion and migration (Fig. 3A, B). Moreover, qRT-PCR and Western blot results demonstrated that WDR4 knockdown downregulated the expression of mesenchymal markers (N-cadherin, fibronectin, and vimentin) but upregulated that of E-cadherin (Fig. 3C). In addition, WDR4 overexpression significantly promoted cell invasion and migration (Fig. S1G, S1H, S1I). These results indicate that WDR4 can enhance the migration and invasion of HCC cells by promoting epithelial-mesenchymal transition (EMT). According to previous reports, EMT in tumours is a key process that mediates sorafenib resistance [15, 16]. Therefore, we next assessed the relationship between WDR4 and sorafenib resistance. WDR4 overexpression decreased the inhibition rate and increased the IC50 value of sorafenib in Li-7 cells, whereas inhibition rates were higher and the IC50 values were lower in HCC-LM3 and Huh-7 cells with siRNA-mediated WDR4 knockdown. Then, we constructed sorafenib-resistant Huh-7^R^, HCC-LM3^R^, and Li-7^R^ cells and observed that WDR4 overexpression significantly increased the IC50 value of sorafenib in Huh-7^R^ and HCC-LM3^R^ cells, while WDR4 knockdown significantly decreased the IC50 value in Li-7^R^ cells (Figs. 3D and S1J, S1K). Our results also showed that, in sorafenib-resistant cell lines, the expression of WDR4 was increased (Fig. S1L). Taken together, these results suggest that WDR4 promotes HCC resistance to sorafenib. Finally, we observed that the use of sorafenib and WDR4 inhibitors had a more pronounced inhibitory effect on HCC than the use of sorafenib alone in both sorafenib-resistant or normal HCC cells (Fig. 3E).

**Fig. 3:**
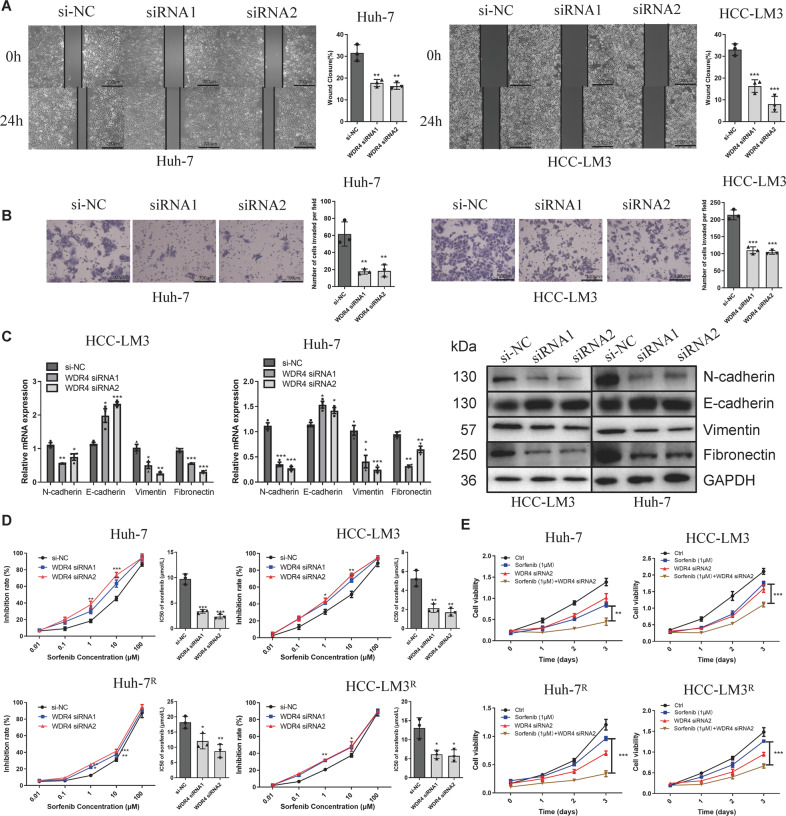
WDR4 promotes HCC invasion and migration through epithelial-mesenchymal transition (EMT). **A** After WDR4 knockdown, a scratch wound-healing motility assay was used to assess cell migration. **B** Transwell Matrigel invasion assay to measure the cell invasion ability. **C** qRT-PCR and Western blot results showed changes in EMT. **D** WDR4 knockdown in HCC-LM3, HCC-LM3^R^, Huh-7, and Huh-7^R^ cells increases their sensitivity to sorafenib. **E** CCK-8 assay results showing the proliferation ability of HCC-LM3, HCC-LM3^R^, Huh-7, and Huh-7^R^ cells. *p < 0.05; **p < 0.01; ***p < 0.001.

### WDR4 promotes tumour growth and metastasis in vivo

Subsequently, we established stable Huh-7 and HCC-LM3 cells transduced with lentiviruses harbouring an shRNA against WDR4 or a nonspecific scrambled shRNA (Fig. S2A). Compared to the sh-NC cells, sh-WDR4-2 cells exhibited decreased proliferation (Fig. S2B, S2C) and cell invasion ability (Fig. S2D, S2E), while cell apoptosis and G2/M cell cycle blockade were increased (Fig. S2F, S2G). To assess the effect of WDR4 on the growth and metastasis of HCC in vivo, we subcutaneously injected HCC-LM3 cells with stable WDR4 knockdown (sh-WDR4-2) or control cells (sh-NC) into nude mice. Tumour growth in the sh-WDR4-2 group was significantly slower than that observed in the sh-NC group (Fig. 4A, B), and the tumour weight was significantly reduced (Fig. 4C). In addition, the IHC and TUNEL staining results showed that WDR4 knockdown decreased the Ki67 proliferation index and increased the number of apoptotic cells. (Fig. 4D, E). The IHC results also showed that compared to sh-NC cells, CCNB1 and CDC25C expression in sh-WDR4-2 cells decreased, while that of P21 increased (Fig. 4F). To further substantiate the role of WDR4 in driving HCC metastasis, in vivo experiments with tail vein metastasis models were also conducted, with the results showing that WDR4 knockdown significantly reduced the formation of metastatic nodules in the lung (Fig. 4G). Moreover, after WDR4 knockdown, the expression of N-cadherin, vimentin, and fibronectin decreased, while that of E-cadherin increased (Fig. 4H). Next, we attempted to further confirm the role of WDR4 in sorafenib resistance in vivo and observed that either WDR4 knockdown or sorafenib treatment could inhibit tumour growth. However, the combination of WDR4 knockdown and sorafenib treatment resulted in the most significant inhibition of tumour growth (Fig. 4I, J, K). These results showed that WDR4 knockdown improves the antitumour effects of sorafenib.

**Fig. 4:**
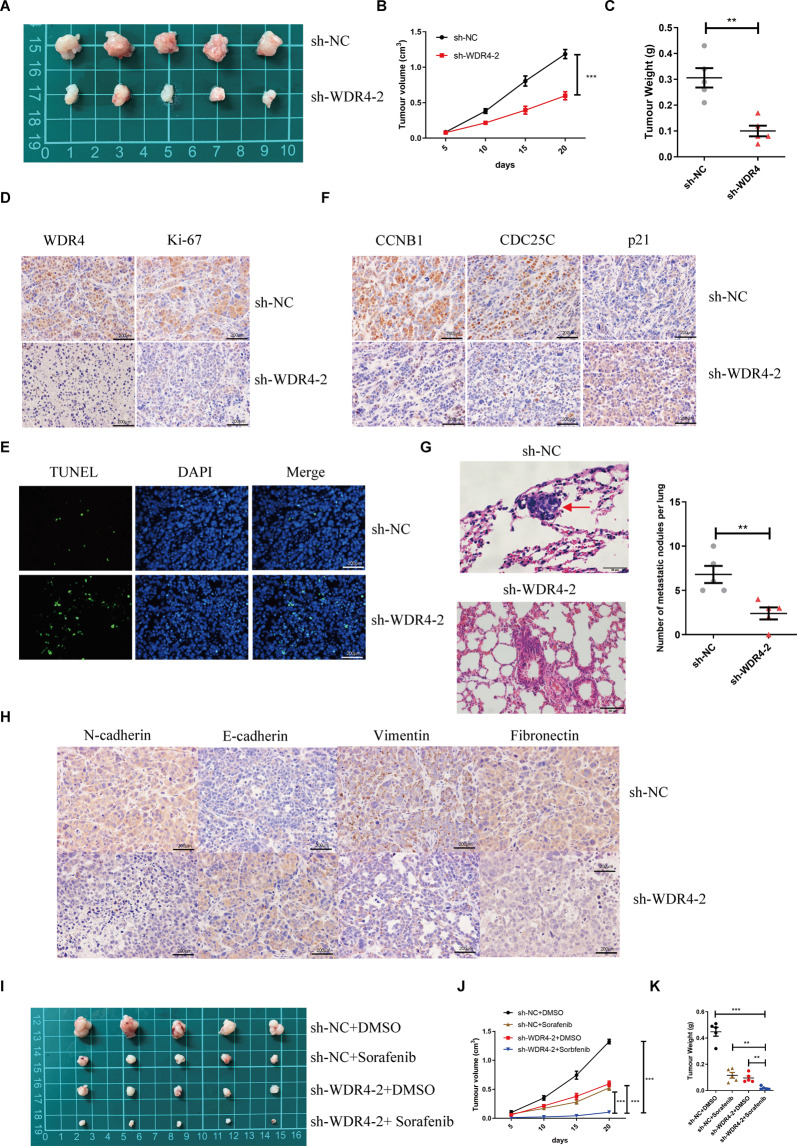
WDR4 promotes HCC cell growth and metastasis in nude mice. **A**, **B** Tumour growth curves of xenograft models established from control or stable WDR4-knockdown HCC-LM3 cells. **C** Assessment of the weight of the dissected tumours. **D** WDR4 and Ki-67 expression was determined by IHC analysis. **E** TUNEL expression levels were determined by IF analysis. **F** CCNB1, CDC25C, and P21 expression were determined by IHC analysis. **G** Metastasis in the lungs of nude mice injected with control or stable WDR4-knockdown HCC cells. **H** EMT-associated protein expression was determined by IF analysis. **I** Images of tumour xenografts of HCC-LM3 cells under different treatments. **J** Curves of tumour growth in each group. **K** Tumour weights were measured after collection. *p < 0.05; **p < 0.01; ***p < 0.001.

### MYC activates WDR4 transcription

To identify the transcription factor that activates WDR4 transcription, we performed a combined analysis using the GeneCards, UCSC, hTFtarget, and JASPAR databases, the results of which identified only MYC as the key transcription factor regulating WDR4 expression (Fig. 5A and Table S6). The TCGA database correlation analysis results showed that WDR4 was positively correlated with MYC. Moreover, we measured MYC and WDR4 expression in 80 HCC tissue samples, and a subsequent scatter plot analysis showed a significantly positive correlation between the mRNA levels of WDR4 and MYC (Fig. 5B). We also observed that MYC knockdown reduced WDR4 expression in HCC cells (Fig. 5C). Additionally, MYC expression was higher in HCC cells than in normal liver and 293T cells (Fig. 5D). Therefore, we constructed 293T and HepG2 cell lines harbouring, a luciferase reporter vector containing WT or MUT MYC binding sequences. Dual-luciferase reporter assay results demonstrated that mutation of the MYC binding site abrogated the ability of MYC to promote WDR4 transcription (Fig. 5E). In addition, subsequent chromatin immunoprecipitation (ChIP) results confirmed that MYC binds to the WDR4 promoter region (Fig. 5F). Furthermore, we also observed that MYC knockdown in Huh-7 cells and HCC-LM3 cells, visibly decreased cell viability (Fig. 5G). In summary, our results revealed that the transcription factor MYC promotes WDR4 transcription by binding to the WDR4 promoter region.

**Fig. 5:**
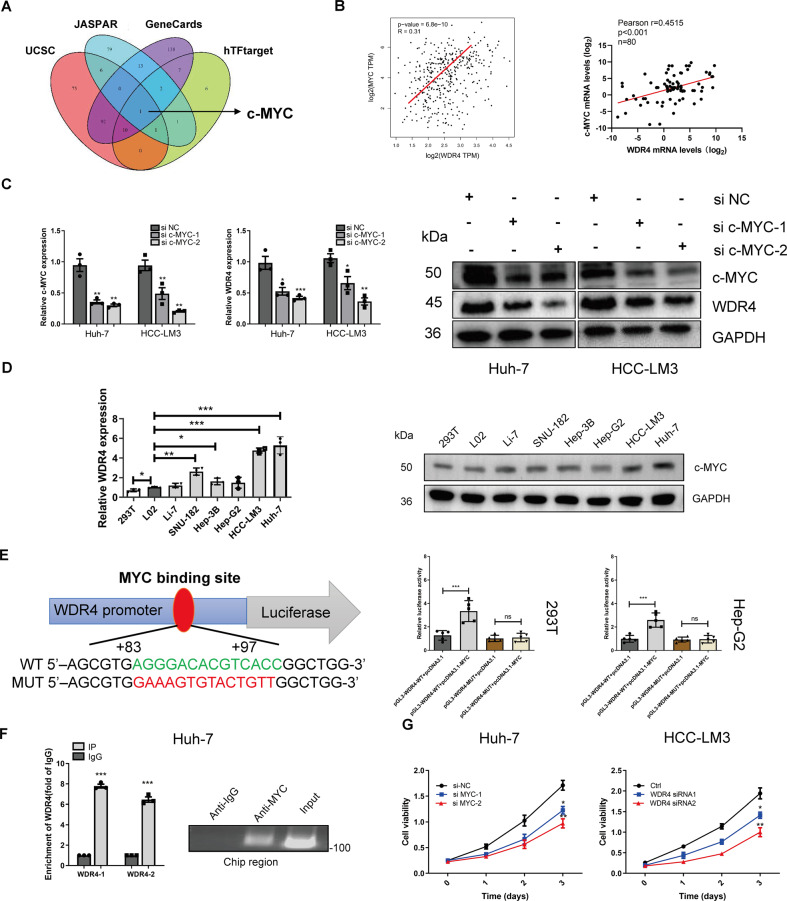
WDR4 is directly regulated by the transcription factor MYC. **A** Multidatabase joint analysis predicts MYC as a transcription factor of WDR4. **B** Pearson correlation analysis of WDR4 and MYC in the TCGA-LIHC dataset and HCC tissue samples. **C** After MYC knockdown, WDR4 mRNA and protein levels were significantly reduced. **D** MYC expression in different cell lines. **E** MYC binding sites in the wild-type (WT) and mutant (MUT) WDR4 promoters. Dual-luciferase reporter assays showing that MYC acts on the WDR4 promoter region. **F** ChIP results show that MYC binds to WDR4 (primers 1−2 are different primers for the WDR4 promoter). **G** CCK-8 assay results showing the proliferation ability of Huh-7 and HCC-LM3 cells. *p < 0.05; **p < 0.01; ***p < 0.001.

### Identification of the WDR4 targets in HCC

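According to the paper, RNA-seq libraries were made from HCC-LM3 cells, a human HCC line with high metastatic potential, and from Huh-7 cells, a human hepatoma line, each transduced with sh-NC, a control short hairpin RNA, or with sh-WDR4-2, a hairpin against WDR4. There were 4 libraries, 1 per cell line and shRNA, so no difference within a cell line has a replicate check. WDR4 encodes the partner subunit of the tRNA m7G methyltransferase METTL1 and lies on chromosome 21 of GRCh38 from 42843094 to 42879568 on the minus strand (GENCODE release 29). In HCC-LM3 cells WDR4 had 1009 counts in the library labelled sh-WDR4-2 and 1604 counts in the sh-NC library, a log2 fold change of −0.22 (95% counting interval −0.34 to −0.11). In Huh-7 cells it had 990 and 1077 counts, a log2 fold change of −0.02 (−0.15 to 0.11). METTL1 had a log2 fold change of −0.29 in both cell lines, with intervals of −0.47 to −0.12 in HCC-LM3 cells and −0.52 to −0.08 in Huh-7 cells. Such intervals cover counting error only, and METTL1 had an adjusted p of 0.968 in the edgeR test of both cell lines given below. Because WDR4 counts fell little or not detectably, libraries are named by their labels throughout. The qRT-PCR and Western blot of the paper run downward for WDR4 in Huh-7 cells with sh-WDR4-2 (Fig. 6D), which does not settle the labels.

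The deposited table gave raw counts and FPKM for 19225 entries, 1 gene symbol each. Counts summed to 29807047 for the HCC-LM3 library labelled sh-WDR4-2 and 40572251 for HCC-LM3 sh-NC, and to 36584264 and 39217678 for the corresponding Huh-7 libraries. The authors derived FPKM from the counts, a whole-number gene length and the total of each library. The paper names the VAHTS mRNA-seq v2 kit and a NovaSeq platform, whereas the sample labels name a TruSeq kit and, for the Huh-7 libraries, an extraction from retinas. The submitters' processing notes name Bowtie 0.12.2 and the mouse builds mm8 and mm9 with no role given, although the cells are human. The read counter and the human annotation are not given in the sources used here. The treatment labels call one of the sh-WDR4-2 libraries a WDR4 transduction and the other an siRNA transfection, and the libraries were therefore assigned by the paper and by the source names, which match it. The labels also give 48 h for all 4 libraries, and lane 4 for the HCC-LM3 library labelled sh-WDR4-2 against lane 3 for the others.

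Counts were normalized by TMM and scaled to the library size (CPM), and log2 fold changes were taken on the log2(CPM + 0.5) scale. Intervals are exact conditional binomial intervals on the ratio of the counts without the added 0.5, so a gene of few counts can lie outside its interval. They cover counting error only and leave out the spread between libraries, which 1 library per group cannot give. PCR copies are not independent molecules, so the intervals can be too narrow even for counting error. The paper names edgeR for differential expression, with a P-value and an absolute log2 fold change over 1 as thresholds. A P-value within a cell line needs a spread that 1 library per group cannot give, so only the fold threshold was applied within a cell line. Of the 19225 symbols, 204 stood out of the order that the other entries of the table follow, and this limit is given beside each gene it concerns.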

To elucidate the potential molecular mechanism by which WDR4 affects the growth and metastasis of HCC, we performed RNA sequencing (RNA-seq) in Huh-7 and HCC-LM3 cells transduced with sh-NC or sh-WDR4-2. 

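In HCC-LM3 cells, 28 genes were more than 2-fold higher and 5 were more than 2-fold lower in the library labelled sh-WDR4-2 than in the sh-NC library, among 12683 genes with a mean of at least 1 CPM. Many of the largest rises were in genes known to respond to low oxygen. CA9, which encodes carbonic anhydrase IX, had 1582 counts against 613, a log2 fold change of 1.78 (counting interval 1.68 to 1.95). NDRG1 had a log2 fold change of 1.41 (1.38 to 1.45), PFKFB4, a regulator of glycolysis, 1.38 (1.29 to 1.52), and EGLN3, an oxygen-sensing prolyl hydroxylase, 1.23 (1.14 to 1.37). BNIP3 and the glycolytic enzyme ENO2 had log2 fold changes of 1.20 and 1.19. All 32 genes of a hypoxia and glycolysis list were higher, with a median log2 fold change of 0.62. This median lay at the 100th percentile of 10000 random lists of the same size and expression, whose medians ran from −0.05 to 0.03 over their central 95%. In Huh-7 cells the same list had a median of 0.05, with 23 of 32 genes higher.

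C17orf107 had the largest rise among genes of at least 5 CPM in HCC-LM3 cells, at a log2 fold change of 3.42, but its length in the table differs between the cell lines. PPFIA4 had 1.63. The largest falls among these genes were in FAM156A at −2.42, in EIF3C, a subunit of translation initiation factor eIF3, at −0.99, and in CHAC1, a gene of the integrated stress response, at −0.84. IFI6, OSGIN1 and ANKRD1 had −0.81, −0.80 and −0.79. FAM156A and EIF3C have near-identical copies in the genome that could share reads. How such reads were counted is not given, which leaves their values uncertain.

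In Huh-7 cells, 8 genes were more than 2-fold higher and 5 were more than 2-fold lower among 11971 genes. CD99, a surface glycoprotein, had 3091 counts against 77, a log2 fold change of 5.13, and PPP2R3B, a phosphatase subunit, had 26 against 367, a log2 fold change of −3.06. Both lie in a region shared by the sex chromosomes, so that reads could be assigned to either copy. Among genes of at least 5 CPM, HGH1 had a log2 fold change of 1.06, ENDOG, a mitochondrial nuclease, −0.89, and TNFRSF14 −0.82. Of the genes past the threshold, 2 in HCC-LM3 and 3 in Huh-7 cells carry a symbol that stands out of the order of the table.

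Among 11537 genes measured in both cell lines, NOMO3 was more than 2-fold higher in both, with log2 fold changes of 1.25 and 1.48, and 0 were more than 2-fold lower in both, where independent lists would share 0.0121 and 0.00026 genes. PPP2R3B passed the threshold in opposite directions. Across genes, which are not independent replicates, the fold changes of the cell lines had a Pearson r of 0.047 and a Spearman rho of 0.057. When the cell lines were taken as the 2 replicates in edgeR's quasi-likelihood test, with the cell line as a block and 1 residual degree of freedom, 2 of 12693 genes were higher and 0 were lower at a Benjamini-Hochberg adjusted p under 0.05. These were NOMO3 (log2 fold change 1.43, standard error 0.15, adjusted p = 5.5e-04 from edgeR) and SMN1, which encodes the survival of motor neuron protein (0.64, standard error 0.09, adjusted p = 0.019 from edgeR), both higher in 2 of 2 cell lines. Both have near-identical copies that could share reads, which was not tested and leaves their values uncertain. The edgeR test moves each gene's spread toward that of all genes. The p-values and standard errors of NOMO3 and SMN1 therefore do not rest on their own 2 cell lines alone. At an unadjusted p under 0.05 the same edgeR test gave 277 higher and 371 lower genes. These 648 of 12693 genes are near a share of 0.05. The spread in this test includes the disagreement between the cell lines, so that share does not show the absence of an effect in either. DESeq2 also called 2 higher and 0 lower after adjustment, and had 65 higher and 81 lower at an unadjusted p under 0.05. These 146 genes are well under that share, so the share depends on the tool.

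**Figure D1:**
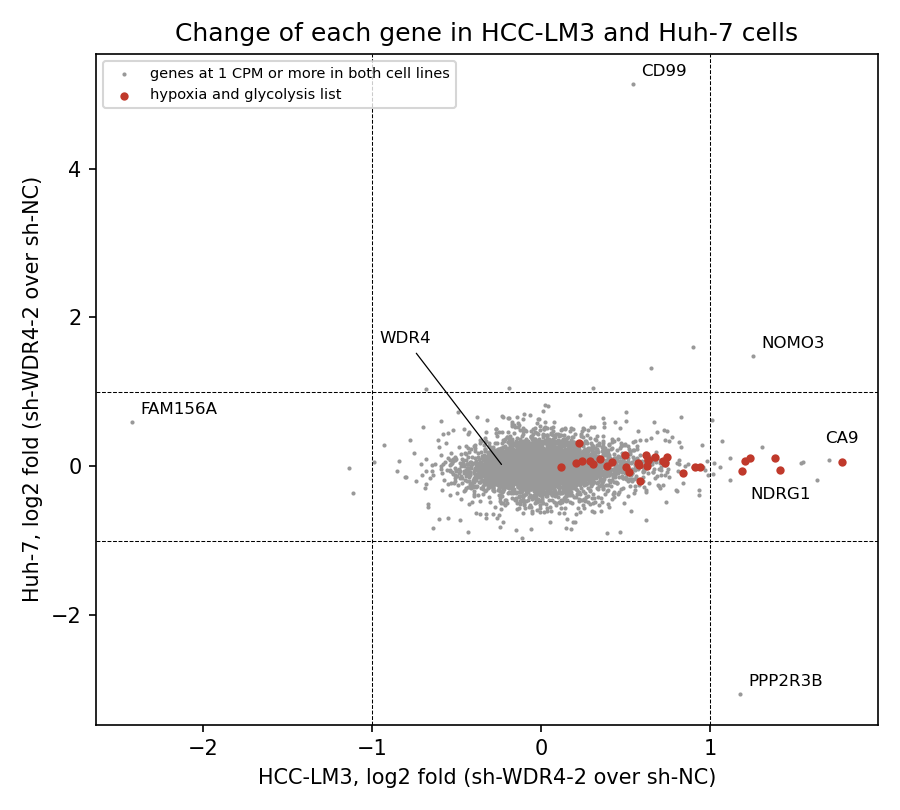
Log2 fold change (library labelled sh-WDR4-2 over sh-NC, log2(CPM + 0.5) scale) of each of 11537 genes in HCC-LM3 cells (horizontal axis) and Huh-7 cells (vertical axis), 1 library per cell line and shRNA; red points are the 32 genes of the hypoxia and glycolysis list and dashed lines mark 2-fold. The red points spread to the right, up to 1.78 for CA9, and stay near 0 on the vertical axis, and NOMO3 is the gene past 2-fold upwards in both cell lines.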

Volcano plots were generated to identify differentially expressed genes in HCC-LM3 and Huh-7 cells (Fig. S3A), and a Venn diagram was constructed to show the intersection of differentially expressed genes between these cell types (Fig. S3B). KEGG enrichment analysis of the RNA-seq data revealed WDR4 to be significantly related to the cell cycle pathway (Fig. 6A), as did the gene ontology (GO) analysis results, which also showed it to be associated with the structural constituents of ribosomes and methyltransferase activity (Fig. S3C, S3D). 

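The KEGG cell cycle pathway holds cyclins, cyclin-dependent kinases and checkpoint genes. Of its 124 genes, 95 reached a mean of 1 CPM in each cell line, and their median log2 fold change was 0.01 in HCC-LM3 cells (90th percentile of expression-matched random lists) and 0.00 in Huh-7 cells (56th percentile). None passed 2-fold in HCC-LM3 cells. In Huh-7 cells 1 did, CDC16, a subunit of the anaphase-promoting complex, with 230 counts in the library labelled sh-WDR4-2 and 62 in sh-NC, and its symbol stands out of the order of the table. The length of the CDC16 entry also differs between the cell lines, at 5152 bases in HCC-LM3 and 5472 in Huh-7 cells. Genes of the G2/M phase had medians of 0.02 and 0.03 in HCC-LM3 and Huh-7 cells over 43 genes. Genes of the G1/S phase and DNA replication had 0.05 (99.8th percentile) and 0.02 over 47 genes, with MCM10 at 0.28 and 0.05 and CDC25A, whose symbol stands out of order, at −0.46 and −0.34. None of the genes measured in these phase lists passed 2-fold in either cell line, where the median random list also held 0.

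Cytosolic ribosomal protein genes, the structural constituents of the ribosome, had a median of 0.05 over 78 genes in HCC-LM3 cells (99.99th percentile, 52 higher) and 0.02 over 77 genes in Huh-7 cells (86.1th percentile). RPL32 had log2 fold changes of 0.22 and 0.09, RPS27 had 0.17 and 0.20, and RPL17 was lower in both, at −0.23 and −0.25. Mitochondrial ribosomal protein genes had medians of −0.05 (2.01th percentile) and 0.01 over 76 genes. RNA methyltransferases had −0.02 and −0.01 over 62 genes, with TRMT61A, the catalytic subunit of a tRNA m1A methyltransferase, at −0.27 and −0.13 and MRM1 at −0.52 and −0.10. Methyltransferases of protein, DNA and small molecules had −0.01 over 65 genes and 0.01 over 64, with DNMT3B at 0.07 and 0.41 and SETDB2 at −0.10 and −0.46. No ribosomal protein or methyltransferase gene measured here passed 2-fold in either cell line. These percentiles describe the 4 libraries and are no test, since genes are not replicates.

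Of the 123 entries found for the KEGG cell cycle pathway, 26 have a symbol that stands out of the order of the table, against 1.06% of all symbols. Of its 25 entries under a mean of 1 CPM, 21 have such a symbol. None of the RNA methyltransferase, other methyltransferase or mitochondrial ribosomal protein symbols and 1 of 79 cytosolic ribosomal protein symbols stands out of order.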

Subsequently, we performed gene set enrichment analysis (GESA) to analyze genes with coexpressed WDR4 in GEO data (GSE105130), the results of which also indicated enrichment of the cell cycle pathway (Fig. 6B). To further support the results of our study, we used strict cut-off values (*R* > 0.3, *P* < 0.05) to screen genes coexpressed with WDR4 in the GEPIA and UALCAN databases and used the genes in the intersection for further analysis. Through joint analysis, we identified CCNB1, CDK1, PKMYT1, PLK1, CDC25A and CDK7 as WDR4-related genes in the cell cycle pathway (Fig. 6C), with a heatmap and correlation analysis showing the correlation between genes (Fig. S3E, S3F). 

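Of the other 5 genes, CDC25A, a phosphatase that activates cyclin-dependent kinases, reached 1 CPM, with 38 counts in the HCC-LM3 library labelled sh-WDR4-2 and 79 in sh-NC, a ratio of normalized counts of 0.655 (counting interval 0.433 to 0.976). In Huh-7 cells CDC25A had 51 and 74 counts, a ratio of 0.740 (0.507 to 1.07). PLK1, a mitotic kinase, had 17 and 39 counts in HCC-LM3 cells, a ratio of 0.593 (0.315 to 1.07), and 0 and 6 in Huh-7 cells, a ratio of 0.537 with the 0 set to a floor of 3 counts (upper counting limit 0.912). CDK1, the kinase bound by cyclin B1, had 4 and 2 counts in HCC-LM3 cells, a ratio of 2.72 (0.390 to 30.1), and 0 and 21 in Huh-7 cells, a ratio of 0.153 with the same floor (upper counting limit 0.206). The length of the CDK1 entry differs between the cell lines, at 1460 bases in HCC-LM3 and 4148 in Huh-7 cells. PKMYT1, a kinase that inhibits CDK1, had 2 and 5 counts in HCC-LM3 cells, a ratio of 0.545 (0.0519 to 3.33), and 0 and 3 in Huh-7 cells. CDK7, the CDK-activating kinase, had 0 counts in both HCC-LM3 libraries, and 2 and 0 in Huh-7 cells. No ratio is given where both counts are at or under 3.

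The symbols of all 6 genes stand out of the order that the other entries of the table follow. In an alternative chosen after seeing the data, symbols out of order were exchanged back to the entries that the order points to, which gave 4 of these 5 genes at least 805 counts in every library. CDK1 then had 3320 and 4523 counts in HCC-LM3 cells, a ratio of 0.999 (0.955 to 1.05), and 6059 and 6386 in Huh-7 cells, a ratio of 1.02 (0.983 to 1.05). PLK1 had ratios of 0.907 (0.872 to 0.944) and 0.998 (0.956 to 1.04), PKMYT1 0.896 (0.845 to 0.951) and 1.01 (0.955 to 1.06), and CDK7 0.979 (0.893 to 1.07) and 1.09 (1.02 to 1.17), for HCC-LM3 and Huh-7 cells in turn. CDC25A had no such entry.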

Then, we observed that stable WDR4 knockdown induced a decrease in CCNB1 mRNA and protein levels, while no changes were observed after CCNB1 knockdown (Figs. 6D and S4A). In addition, WDR4 knockdown did not cause significant changes in other WDR4-related genes (results not shown). In summary, our results identified CCNB1 as a downstream target of WDR4 for further research.

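CCNB1 encodes cyclin B1, which drives entry into mitosis with CDK1, and lies on chromosome 5 of GRCh38 from 69167010 to 69178245 on the plus strand. The entry that carries the symbol CCNB1 had 17 counts in the HCC-LM3 library labelled sh-WDR4-2 and 9 in sh-NC, a ratio of normalized counts of 2.57 (counting interval 1.08 to 6.55). In Huh-7 cells it had 2 and 1 counts, too few for a ratio. This symbol stands out of the order of the table, and the order points to the entry that carries the symbol BHMG1, whose length of 2169 bases equals that of a CCNB1 transcript in GENCODE. Read as CCNB1, that entry had 4553 and 6505 counts in HCC-LM3 cells, a ratio of 0.953 (0.917 to 0.990), and 7028 and 7073 in Huh-7 cells, a ratio of 1.07 (1.03 to 1.10). The intervals cover counting error in 1 library per group. The paper relates WDR4 to the cell cycle by KEGG and GO analysis of its RNA-seq (Figs. 6A, S3C and S3D). It adds gene set enrichment in a public dataset (Fig. 6B). Genes coexpressed with WDR4 in public databases then led to 6 genes of the pathway (Fig. 6C). CCNB1 mRNA and protein were lower after stable WDR4 knockdown (Fig. 6D, in Huh-7 cells, and Fig. S4A). Other WDR4-related genes had no significant changes (not shown there), and the paper takes CCNB1 forward as a downstream target of WDR4.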

**Fig. 6:**
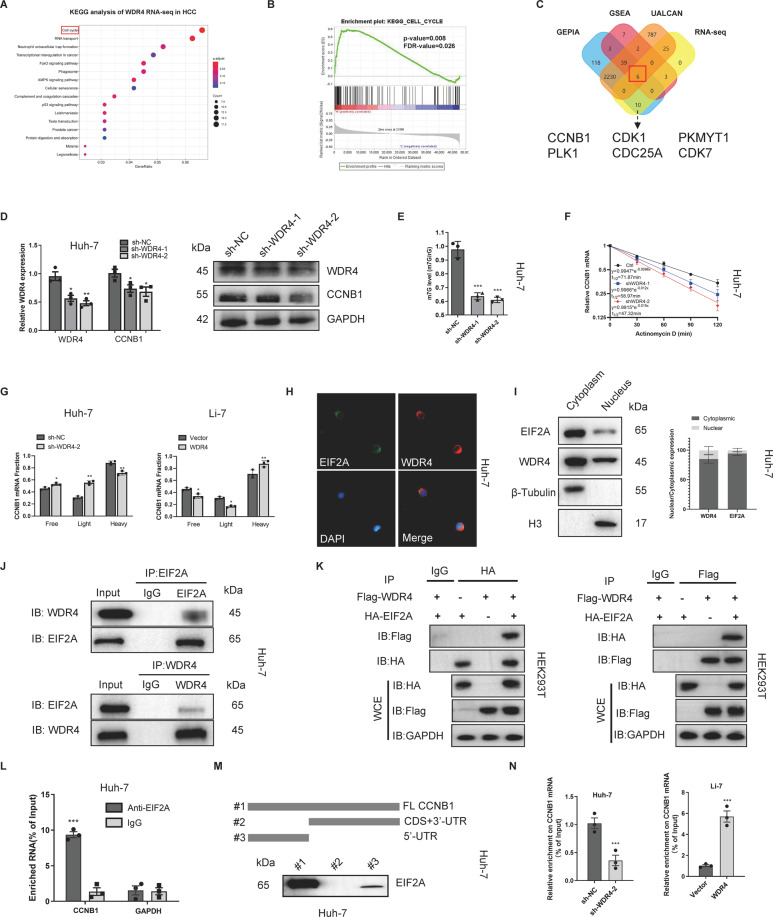
WDR4 is significantly associated with cell cycle signalling pathways. **A** KEGG analysis of RNA-seq data. **B** GEO data set (GSE105130) was used for GSEA. **C** Identification of WDR4-related genes through a multidatabase joint analysis. **D** Detection of CCNB1 expression in Huh-7 cells with stable WDR4 knockdown. **E** LC/MS results showing m7G methylation levels in Huh-7 cells. **F** Changes in CCNB1 mRNA stability after actinomycin D treatment of Huh-7 cells. **G** Relative distribution of CCNB1 mRNA across the polysome fractions in HCC cells. **H** Representative immunofluorescence images showing WDR4 and EIF2A colocalization. **I** Western blot analysis of WDR4 and EIF2A using nucleocytoplasmic separation in Huh-7 cell lines. **J**, **K** Endogenous co-IP assay and exogenous co-IP assay results showing the binding of WDR4 and EIF2A. **L** RIP-qPCR results showing the correlation between EIF2A and CCNB1 mRNA levels. **M** Schematic representation of CCNB1 mRNA depicting fragments used for biotin pulldown assays. **N** RIP-qPCR results showing the binding of EIF2A and CCNB1 mRNA levels in the presence and absence of WDR4. *p < 0.05; **p < 0.01; ***p < 0.001.

### WDR4 promotes CCNB1 mRNA translation and stability

To determine whether WDR4 regulates CCNB1 through m7G-dependent methylation, we used LC-MS/MS and dot blot analysis to assess the m7G methylation level of Huh-7 cells. After WDR4 knockdown, the overall level of m7G methylation in HCC cells was significantly reduced (Figs. 6E and S4B, S4C), and the m7G site on CCNB1 mRNA could not be detected by Me-RIP analysis (Fig. S4D). Thus, WDR4 promotes m7G but does not regulate CCNB1 mRNA in an m7G-dependent manner in HCC. As WDR4 has been reported to be the primary tRNA m7G methyltransferase and regulates the mRNA translation process, we speculated that WDR4 regulates the translation of CCNB1 [10]. However, interestingly, we observed that the stability of CCNB1 mRNA was reduced after WDR4 knockdown (Fig. 6F). The polysome profiling results showed that WDR4 knockdown resulted in an increased association of CCNB1 mRNA with free and light ribosomal fractions and a decreased association with heavy ribosomal fractions. Furthermore, these findings were supported by the results obtained through using WDR4 overexpressing cells (Fig. 6G). These findings indicate that WDR4 promotes CCNB1 mRNA translation and stability.

### WDR4 enhances CCNB1 translation by promoting EIF2A binding to CCNB1 mRNA

We next sought to understand the mechanism through which WDR4 promotes CCNB1 translation, hypothesizing that WDR4 may interact with translation initiation factors to promote CCNB1 expression. Therefore, we performed IP and LC-MS/MS analyses to identify the proteins bound by WDR4. EIF2A plays a central role in maintaining what is generally considered a rate-limiting step in mRNA translation [17]. Interestingly, the silver staining and MS analysis results showed that CCNB1 interacts with EIF2A (Fig. S4E). In addition, IF and nucleocytoplasmic separation results showed that WDR4 and EIF2A are primarily co-located in the cytoplasm, where translation takes place (Fig. 6H, I). Their binding was confirmed by endogenous co-IP and exogenous co-IP experiments (Fig. 6J, K). Subsequently, we verified the binding of EIF2A to CCNB1 mRNA by RIP-qPCR (Fig. 6L). Furthermore, we constructed a truncated 5′UTR and CDS+3′-UTR fragments of CCNB1 mRNA and performed RNA pulldown assays, the results of which showed that the 5′UTR RNA fragment bound EIF2A, while the CDS+3′-UTR fragment exhibited reduced signal intensity (Fig. 6M). These data indicate that EIF2A directly binds to the CCNB1 5′UTR. Subsequently, we conducted RIP-qPCR, and the results indicated that WDR4 can increase the interaction between CCNB1 mRNA and EIF2A protein (Fig. 6N). Finally, our results showed that after silencing EIF2A, WDR4 knockdown could not reduce the stability of CCNB1 mRNA, and the positive effect on CCNB1 mRNA translation was lost (Fig. S4F, S4G, S4H). In summary, our results indicate that the effect of WDR4 on CCNB1 mRNA translation is EIF2A-dependent and that WDR4 enhances CCNB1 translation by promoting EIF2A binding to CCNB1 mRNA.

### Ectopic CCNB1 expression ameliorates the tumour-suppressive effect of WDR4 deficiency in HCC cells

Our results showed that CCNB1 overexpression rescued the effects of WDR4 knockdown on HCC cell growth (Figs. 7A, B and S5A), cell cycle progression, apoptosis (Fig. 7C, D), cell invasion, and migration (Figs. 7G, H and S5B, S5C). In addition, we observed that CCNB1 overexpression could reduce the effects of WDR4 on apoptosis markers (caspase3) and cell cycle markers (P21 and CDC25) (Fig. 7E, F). Moreover, CCNB1 overexpression restored the expression of some EMT markers (vimentin and fibronectin) as well as sorafenib resistance (Figs. 7I and S5D). These results were also verified in vivo (Fig. 7J, K, L). Taken together, these findings further confirmed that WDR4-mediated HCC cell proliferation and metastasis functions at least in part via CCNB1 expression.

**Fig. 7:**
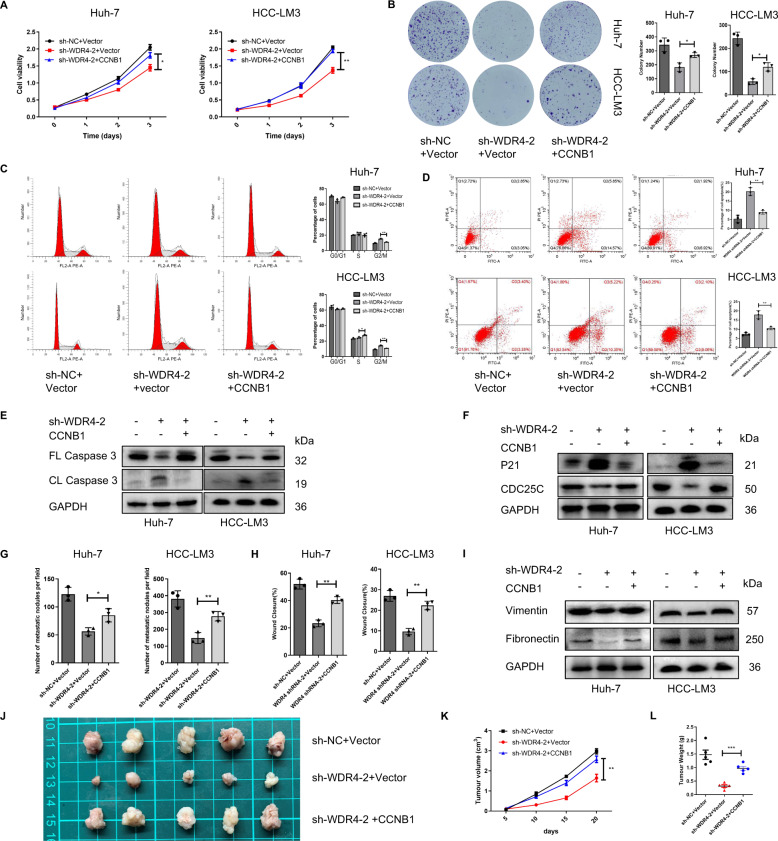
WDR4 promotes HCC cell growth and metastasis through CCNB1. **A**, **B** CCK-8 and colony formation assays showing the proliferation ability of Huh-7 and HCC-LM3 cells. **C**, **D** Flow cytometry results showing the effect of CCNB1 on apoptosis and cell cycle progression. **E**, **F** The expression of genes related to the cell cycle and apoptosis was detected by Western blotting. **G** Transwell Matrigel invasion assay of cell invasion ability. **H** Scratch wound-healing motility assay of cell migration. **I**. The expression of genes related to EMT was detected by Western blotting. **J** Assessment of the size and weight of the dissected tumours. **K** Curves of tumour growth in each group. **L** Tumour weights were measured after collection. *p < 0.05; **p < 0.01; ***p < 0.001.

### CCNB1 promotes PI3K/AKT phosphorylation and P53 ubiquitination in HCC

TCGA database analysis showed that CCNB1 was highly expressed in HCC and strongly correlated with the prognosis of HCC patients (Fig. S6A, S6B). Furthermore, analysis of the HPA database showed that CCNB1 expression in HCC tissues was significantly higher than that observed in normal liver tissues (Fig. S6C). CCNB1 overexpression has been reported to aggravate the growth and metastasis of HCC cells and is associated with the AKT/PI3K and P53 signalling pathways [18–21]. Therefore, we assessed the function of CCNB1 in HCC and its correlation with PI3K, AKT, and P53. For the first time, our results indicate that CCNB1 knockdown promotes DNA damage in HCC (Fig. 8A) and promotes phosphorylation of the DNA damage marker proteins CHK1 and ATR (Fig. 8B). Moreover, our results showed that CCNB1 knockdown inhibited phosphorylation of the proteins PI3K and AKT (Fig. 8C). It has been published that signalling through AKT-PI3K is essential for EMT [22]. We added relevant experiments to verify the effect of CCNB1 on EMT. The results showed that vimentin and fibronectin were significantly downregulated after CCNB1 knockdown, but there was no significant effect on E-cadherin and N-cadherin (Fig. S6D). Additionally, we observed that after treatment with a PI3K-AKT pathway inhibitor (PI3K-IN-1, MCE), knockdown of CCNB1 could not downregulate vimentin and fibronectin (Fig. S6E). These results indicate that CCNB1 promotes EMT through the PI3K-AKT pathway.

**Fig. 8:**
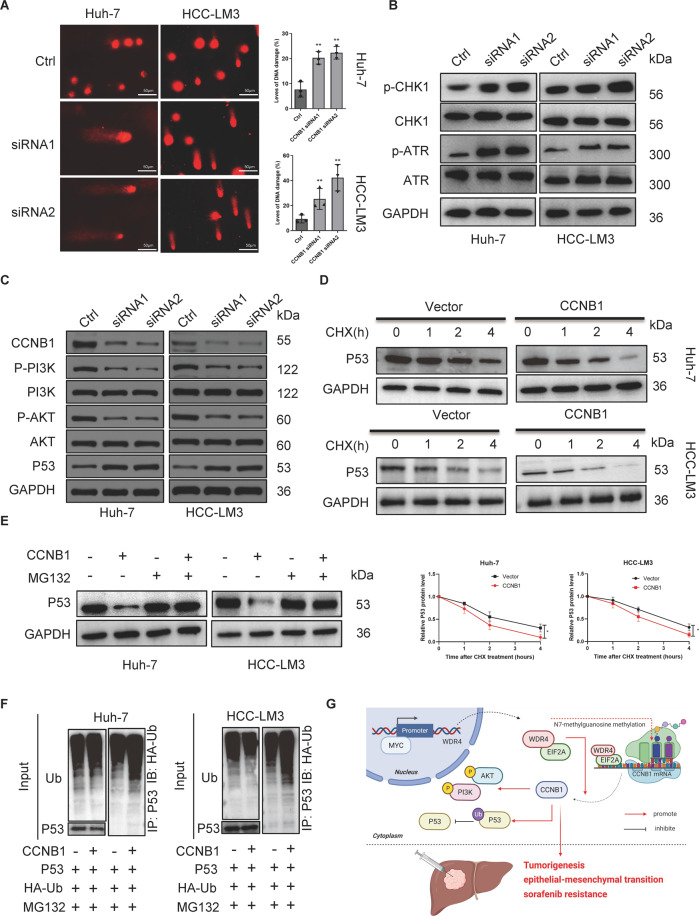
CCNB1 promotes PI3K/AKT phosphorylation and P53 ubiquitination. **A** DNA damage levels in Huh-7 cells and HCC-LM3 cells. **B**, **C** Western blot assay of cells transfected with control siRNA or CCNB1 siRNA. **D**, **E** Western blot analysis of P53 expression. **F** Ubiquitination assays of cells transfected with the CCNB1 expression plasmid. **G** Model of the regulatory mechanisms of WDR4 in HCC. *p < 0.05; **p < 0.01; ***p < 0.001.

We also tested the effect of CCNB1 on P53 stability using cycloheximide (Fig. 8D). The proteasome inhibitor MG132 antagonized the decrease in P53 protein levels caused by CCNB1, indicating that CCNB1 downregulates P53 expression by promoting its proteasome degradation (Fig. 8E). In addition, we observed that CCNB1 can induce P53 protein degradation by promoting the ubiquitination of P53 (Fig. 8F). Finally, the IHC staining results showed that HCC patients with higher WDR4 expression showed higher CCNB1 expression, while those with higher CCNB1 expression showed lower P53 expression (Fig. S6F).

## Discussion

As an emerging hotspot in RNA modification research, m7G methylation has been shown to be involved in multiple cellular processes and is closely related to the dysregulation of mRNA, tRNA, and rRNA [13, 23, 24]. The RNA methyltransferase WDR4 plays a key role in translation and tumour progression [10, 25]. In the present study, for the first time, we investigated the biological functions and molecular mechanisms underlying WDR4 activity in HCC. We observed that WDR4 is highly expressed in HCC and significantly associated with the prognosis of HCC patients, indicating that WDR4 may play an important role in the development of HCC as a proto-oncogene. Clinical data showed that WDR4 is associated with tumour metastasis, and our results further showed that the transfer of WDR4 is primarily mediated by EMT and that high WDR4 expression can cause sorafenib resistance. Our findings showed the efficacy of WDR4 inhibitors on tumour growth in HCC patients and showed the possibility of their combined use with sorafenib, paving the way to develop new treatment strategies and therapeutic drugs for HCC in the future.

MYC is one of the most common oncogenic transcriptional regulators and affects almost all cellular processes, with MYC expression being elevated or dysregulated in up to 70% of human cancers [26]. One of the primary biological functions of MYC is to promote cell cycle progression. The evidence to date suggests that MYC triggers selective gene expression amplification to promote cell growth and proliferation [27]. Therefore, abnormally amplified MYC often leads to the overexpression of several carcinogenic molecules, which accelerates tumour progression. Through multidatabase joint analysis, we determined that MYC promotes HCC progression at least in part by promoting WDR4 transcription. These findings provide new biological insights into the MYC signalling pathway.

According to previous reports, WDR4 has a wide range of effects on mRNA translation, especially those related to the cell cycle [10]. These observations are consistent with our findings, which showed for the first time that WDR4 enhances the translation of CCNB1 mRNA by promoting its binding to EIF2A. However, our research also has some limitations. WDR4 mainly affects the m7G methylation of tRNA, and the reduction of m7G methylation modification level in human tRNA may lead to the degradation of one or more specific tRNA types, resulting in reduced or abnormal translation [28, 29]. tRNA deregulation induces protein synthesis errors, which have been correlated with accelerated tumour growth kinetics. The regulation of CCNB1 mRNA stability and translation level by WDR4 may also be achieved by specific tRNA m7G methylation, but this needs to be clarified by more sophisticated instruments.

CCNB1 is a key molecule that regulates G2/M phase progression and can affect tumour growth and metastasis. A large number of proteins are phosphorylated by the CCNB1-CDK1 complex before entering mitosis. It has been reported that reduction in CCNB1 levels leads to polyploidy in DNA damage-induced senescence [30]. In the present study, for the first time, we identified CCNB1 as a downstream target of WDR4 in HCC and demonstrated that CCNB1 reduces DNA damage and promotes PI3K/AKT phosphorylation and P53 ubiquitination. PI3K/AKT functions play vital roles in quiescence, survival, and growth in normal physiological circumstances, as well as in various pathological disorders, including cancer. Possible mechanisms by which the PI3K/AKT axis contributes to oncogenic transformation include stimulation of proliferation, EMT reprogramming, and survival, as well as suppression of autophagy and senescence [16, 22]. Our findings confirm that CCNB1 inhibitors can inhibit PI3K/AKT phosphorylation, which may have a great impact on EMT. Furthermore, our results showed that WDR4 regulates EMT in HCC in part through CCNB1.

The tumour suppressor P53 plays a central role in tumour suppression, and the precise regulation of P53 function is essential for determining cell fate. Among the multilayered mechanisms that control P53 function, posttranslational modifications represent an effective and precise method, including phosphorylation, ubiquitination, acetylation, and methylation [31, 32]. Our results showed that CCNB1 affects P53 stability by promoting P53 ubiquitination. In addition, ubibrowser results showed that P53 has multiple ubiquitination sites. We speculate that CCNB1 promotes P53 protein ubiquitination through the E3 ligase CCNB1IP1 (Table S7), although further investigation is needed to test this possibility.

In summary, in the present study, we elucidated the MYC/WDR4/CCNB1 signalling pathway and its impact on PI3K/AKT and P53. These findings provide new ideas for the study of m7G methyltransferases. RNA methyltransferases may have more complex functions, which poses a new challenge to the study of RNA methylation.

## Materials and methods

### Bioinformatics analysis

In our research, we downloaded HCC patient data from the TCGA-LIHC data set and a GEO data set (GSE105130). Gene Set Enrichment Analysis (GSEA) v3.0 software was used for gene enrichment analysis, and FunRich was used for Gene Ontology (GO) analysis. All online analysis website URLs are shown in Table S3.

### Cell culture

Huh-7, Li-7, HCC-LM3, SUN-182, Hep-3B, and Hep-G2 cell lines were purchased from the Chinese Academy of Sciences Cell Bank (Shanghai, China). L02 cells were purchased from Fuxiang Biotechnology Company (Shanghai, China). L02, Huh-7, HCC-LM3, and Hep-G2 cell lines were cultured in DMEM medium plus 10% fetal bovine serum (FBS). Hep-3B cell lines were cultured in MEM medium plus 10% FBS, 1% non-essential amino acids, and 1% sodium pyruvate. Li-7 cell lines were cultured in MEM medium plus 10% FBS. SUN-182 cell lines were cultured in RPMI-1640 medium plus 10% FBS. All cell lines maintained in a 5% CO2 incubator at 37 °C.

### Tissue samples

Eighty pairs of HCC tissues and non-tumour liver tissues were collected from HCC patients at Zhongnan Hospital of Wuhan University (Hubei, China) from April 2014 to March 2019, and all patients provided written informed consent. In this study, none of the patients had preoperative chemotherapy or radiation therapy. Two pathologists confirmed the HCC tissues. The study was performed according to the Declaration of Helsinki and was approved by the Ethics Committee of Zhongnan Hospital of Wuhan University (KELUN2020100).

### RNA extraction and real-time quantitative PCR (qRT-PCR)

TRIzol (Takara, Dalian, China) was used to extract total RNA, and an enzyme kit was used for reverse transcription. qRT-PCR was performed using 2× ChamQ Universal SYBR qPCR Master Mix (Vazyme). Table S4 lists the sequences of all PCR primers used.

### Western blotting

RIPA buffer (Solarbio, Beijing, China) was used to extract total protein. After electrophoresis and blocking with milk, the PVDF membrane was incubated with the appropriate antibody. The antibodies used are shown in Table S5. An ECL chemiluminescence imaging system (Tanon-5200, Shanghai, China) was used to detect ECL signals.

### Immunohistochemistry (IHC) analyses

For IHC analysis, the paraffin sections were placed in an oven at 65 °C for 2 h and then deparaffinized to water. Then the slices were microwaved in EDTA buffer for repair and placed in a 3% hydrogen peroxide solution incubated for 10 min. After blocking with 5% BSA for 20 min, about 50 μl diluted primary antibody was added to each slice at 4 °C overnight. Add 100 μl horseradish peroxidase (HRP)-conjugated secondary antibody of the related species to each slice for 50 min. Add 100 μl diaminobenzidine (DAB) solution to each slice, and then stained with hematoxylin before dehydration in a graded alcohol series and xylene. The IHC-stained tissue sections were scored by two pathologists who were blinded to the clinical parameters.

### Immunofluorescence (IF) analyses

For IF analysis, cells were washed three times with phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde for 20 min. HCC cells were then permeabilized with 0.5% NP-40 in PBS for 20 min and blocked with 5% bovine serum albumin for a duration of 30 min. Next, cells were incubated with primary antibodies for 2 h and incubated with secondary antibodies for 1 h. For the nuclei, cells were stained with DAPI (ASPEN, AS1075). Finally, confocal microscopy (OLYMPUS, IX51) was used for image acquisition.

### Plasmids, siRNA transfection, and shRNA

The coding sequence of WDR4 was cloned into the vector pcDNA 3.1, which was transfected into cells with Lipo3000 (Thermo Fisher, NY, USA). siRNA was designed and synthesized by Qingke Biological and delivered into HCC cells with GenMute^TM^ siRNA Transfection Reagent (SignaGen, US). Gene Create Co. (Wuhan, China) packaged the negative control and shRNA into lentiviruses. Then, the transduced cells were treated with 2 µg/ml puromycin to generate stable WDR4 knockdown cell lines. Table S4 lists the sequences of siRNA and shRNA used in the present study.

### Nude mouse tumour xenograft model and lung metastasis models

Five-week-old BALB/c nude mice were ordered from Wuhan University Experimental Animal Centre (Wuhan, China). All mice were bred and monitored under specific pathogen-free (SPF) conditions. Control or HCC-LM3 cells with stable knockdown of WDR4 were subcutaneously injected into the left axillary or tail vein of BALB/c nude mice. Then, the mice were divided into groups, randomly using a table of random numbers (five mice per group). The sample size is estimated to detect a significant difference among the groups. During the experiments, the investigator was blinded for the sample group allocation. The mice were sacrificed 20 days after cell injection, the tumours were collected, their weights were measured, and the mouse lungs were removed for haematoxylin & eosin (HE) staining. The animal study was approved by the Ethics Committee of Zhongnan Hospital.

### Cell proliferation assays

Cell proliferation was detected by using the CCK-8 assay and the colony formation assay as previously described [33].

### Scratch wound-healing motility assay

Cell migration was determined using a scratch wound-healing motility assay as previously described [33].

### Transwell invasion assay

Cell invasion was determined using a Transwell invasion assay as previously described [33].

### Cell apoptosis analysis

HCC cells were grown to 80% confluence on six-well plates, after which serum-containing medium was replaced by medium without serum. After 24 h of cell incubation without serum, all cells were collected. Cell apoptosis was detected using Annexin V-FITC apoptosis detection kit (Lianke, Hangzhou, China). Briefly, HCC cells were stained with Annexin-V-FITC/Propidium Iodide (PI) followed by Cytoflex flow cytometer (Beckman, China) analysis within 5 min of staining. Data were analyzed using FlowJo software (version 10.6.0, Ashland, OR, USA).

### Cell cycle analysis

For cell cycle synchronization, HCC cells were grown in 0.05% serum for 48 h to synchronize in the G0 phase and then washed and release into the medium with 10% FBS to release into the cell cycle synchronously. Cell cycle was detected by Cytoflex flow cytometer (Beckman, China), about the manufacture’s protocol of the Cell Cycle Staining Kit (Lianke, Hangzhou, China).

### Generation of sorafenib-resistant cells

Sorafenib-resistant cell lines, Huh-7^R^, HCC-LM3^R^, Li-7^R^ were induced by continuous treatment of Huh-7, HCC-LM3, Li-7 cell lines with sorafenib up to 10 μmol/L to imitate acquired resistance. Viable cells remaining attached to the dish at the end of the third round of drug treatment were considered sorafenib-resistant and collected for experiments. Sorafenib was purchased from MCE (Shanghai, Chian).

### Reporter vector construction and luciferase reporter assay

Dual‐luciferase reporter assay was used to detect the interaction between MYC and the WDR4 promoter region. WDR4 wild-type (WT) and WDR4 mutant (MUT, with mutated binding sites) sequences were synthesized and inserted into the pGL3-basic vector. Lipofectamine 3000 was used for transfection, and 48 h after transfection, the Dual Luciferase® Reporter Assay System (Promega) was used to measure luciferase activity.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed to explore the potential binding between the promoter region of WDR4 and MYC in HCC cells. The cells were fixed with formaldehyde, and the lysate was sonicated. The ultrasonicated samples were divided into the IgG group (mixed with 10 µL IgG antibody) and IP group (mixed with 10 µL WDR4 antibody) and subjected to immunoprecipitation. After elution and decrosslinking, qRT-PCR analysis was performed. All primer sequences are shown in Table S2.

### RNA-sequencing (RNA-seq)

Briefly, RNA integrity was assessed using the Agilent 2100. Sequencing libraries were generated using VAHTS mRNA-seq v2 Library Prep Kit for Illumina. According to the manufacturer’s instructions, the libraries were sequenced on an Illumina NovaSeq platform. Differentially expressed genes were defined as *P*-value < 0.05 and absolute log2 fold change > 1.

### Dot blot assay

Dot blot assay was used to clarify the differences in m7G methylation in different samples. The RNA sample was spotted on a nylon membrane and UV cross-linked, and 10 mL of PBST containing 5% BSA was added to seal the membrane. Subsequently, the m7G antibody was used for incubation, and the ECL system (Tanon, USA) was used to detect the signal. Finally, methylene blue staining was used as an RNA loading control.

### LC-MS/MS quantification of m7G

LC-MS/MS assay was used to clarify the differences in m7G methylation in different samples. Adding buffer, S1 nuclease, Alkaline Phosphatase, and Phosphodiesterase I into 1 μg RNA, the mixture was incubated at 37 °C. After the RNA was digested into nucleosides completely, the mixture was extracted with chloroform. The resulting aqueous layer was collected for analysis with LC-ESI-MS/MS (UPLC, ExionLC AD; MS, Applied Biosystems 6500 Triple Quadrupole).

### Methylated RNA immunoprecipitation (Me-RIP) assay

Me-RIP assay was used to investigate the m7G site on CCNB1 mRNA in Huh-7 cells. Fragmentation buffer was added to the RNA sample to fragment the RNA into approximately 100-nucleotide fragments, which were then purified with an RNase MiniElute Kit. A/G magnetic beads (MCE) and m7G antibody were used for specific enrichment and antibody incubation. After elution, reverse transcription, and amplification, qPCR was performed on the RNA input, m7G-IP fraction, and IgG-IP fraction, and the corresponding CT value was calculated.

### Polysome profiling

Polysome profiling was used to detect mRNA translation. In short, after treating the cells with CHX for 3 min, lysis buffer was added for lysis. Subsequently, the lysate was added to the prepared 10−50% sucrose density gradient. The extract was fractionated at 35 000 rpm for 3 h, and then the fraction was recovered using a gradient fractionator. RNA was extracted from each part, and the translation status of CCNB1 mRNA on the polysome fraction was determined by qRT-PCR.

### Actinomycin D chase assay

Actinomycin D (Act D) chase assay was performed for mRNA stability as previously described [34].

### Co-immunoprecipitation (co-IP) and LC-MS/MS analysis

The co-IP assay was performed as described previously [33]. The protein samples were analyzed using Q Exactive Plus mass spectrometer (Thermo Scientific, Massachusetts, USA) coupled with the UltiMate 3000 RSLC nanosystem (Thermo Fisher).

### Subcellular fractionation assay

The separation of nucleus−cytoplasm in Huh-7 cell lines was performed following the manufacturer’s instructions of the PARIS Kit (Invitrogen). β-Tublin and H3 were employed as the indicators for quantification of the fractions.

### RNA immunoprecipitation (RIP) assay

RIP assay was utilized to investigate the relationship between EIF2A and CCNB1 in Huh-7 cells. According to the manufacturer’s instructions, RIP assays were carried out using the Magna RIP RNA binding protein immunoprecipitation kit (Millipore, MA, USA). In brief, HCC cells were fully lysed by a lysis buffer containing a mixture of RNase inhibitors and protease inhibitor cocktail. After centrifugation at 4 °C, 12 000 rpm for 15 min, transfer the mixture to a new EP tube centrifuge at 3000 rpm for 1 min to clean the magnetic beads twice. The mixture was mixed with magnetic beads and 5 μL of antibody overnight at 4 °C. After purification, RNA was evaluated by qRT-PCR analysis.

### RNA pulldown assay

RNA pulldown assay was also used to investigate the interaction between the EIF2A protein and CCNB1 each fragment in Huh-7 cells. In brief, the plasmids carrying full-length or different CCNB1 mRNA deletion mutants, were first linearized and transcribed in vitro. The biotinylated RNA was incubated with streptavidin magnetic beads (Invitrogen) overnight at 4 °C according to the manufacturer’s instructions (Thermo Scientific). RNase inhibitor and cell lysates were incorporated into each binding reaction on ice for 1 h. The RNA−protein mixture was washed briefly with sodium dodecyl sulfate buffer three times. Finally, The RNA−protein mixture was identified by western blot using an anti-EIF2A antibody.

### Alkaline comet assay

DNA damage was determined by an alkaline Comet assay. Briefly, alkaline comet assay was detected by the manufacturer’s protocol of the Reagent Kit for Single Cell Gel Electrophoresis Assay (ELK Biotechnology, Wuhan, China). First of all, lysis cells with pre-chilled lysis buffer. After lysis, gels were transferred to an electrophoresis chamber filled with alkaline unwinding buffer (1 mmol/L EDTA, 300 mmol/L NaOH) for 20–60 min at room temperature. Electrophoresis was conducted with the same buffer in 25 V for 30 min. After adding buffer solution (0.4 mmol/LTris-HCl) for neutralization, add PI dye solution and EB dye solution to stain for 10 min in the dark. The results of the comet experiment were analyzed using ImageJ-Opencomet software. Briefly, 100 cells were randomly selected in each sample for measurement, and the percentage of tail DNA content to head DNA content (TailDNA%) was calculated.

### Ubiquitination assay

Ubiquitination assay was performed as described previously [34].

### Statistical analysis

All statistical analyses were performed with SPSS 21.0 (IBM SPSS Statistics for Windows, Version 21.0. Armonk, NY, USA: IBM Corp) and Prism 7.0 (GraphPad Software, La Jolla, CA, USA). The student’s t-test was used for comparisons between two groups, and survival analysis was performed using Kaplan−Meier analysis. Multiway analysis of variance was performed to assess data obtained from the CCK-8 assays and tumour growth experiments, and Spearman’s rank correlation analysis was used to evaluate the correlation between genes. All experiments were repeated three times, and *P* < 0.05 was considered to indicate a significant difference.

## Supplementary information

Supplementary figures S1−S6

Supplementary tables S1−S5

Supplementary table S6

Supplementary table S7

## Data Availability

RNA-seq data have been deposited in GEO under accession number GSE169394. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Code availability

The R packages “pheatmap” and “corrplot” were used to generate heat maps and correlation heat maps. The R package “VennDiagram” was used to generate Venn diagram. The R package “edgeR” was used for differential gene expression analysis. No custom code was used for analysis.

# Supplementary material for: MYC-targeted WDR4 promotes proliferation, metastasis, and sorafenib resistance by inducing CCNB1 translation in hepatocellular carcinoma
**Source:** Cell Death Dis. 2021 Jul 9;12(7):691. doi: 10.1038/s41419-021-03973-5
**Supplement:** Supplementary file 2 — Supplementary tables S1−S5

Supplementary Table S1 Correlation between clinicopathological features and WDR4 expression in HCC tumor tissues.

Characteristics		Number	WDR4 expression		P value
			High	Low	
Gender					0.1147
	Male	45	19	26	
	Female	35	21	14	
Age					0.4912
	<65	49	26	23	
	≥65	31	14	17	
HBV infection					0.4586
	No	23	10	13	
	Yes	57	30	27	
AFP					0.8161
	≤400 (μg/L)	29	15	14	
	>400 (μg/L)	51	25	26	
Tumor size					**0.0256** *
	≤5cm	39	15	24	
	>5cm	41	26	15	
TNM staging					**0.0015** *
	I-II	46	16	30	
	III-IV	34	24	10	
Lymph node metastasis					**0.0222** *
	Absent	59	25	34	
	Present	21	15	6	
BCLC stage					**0.0170** *
	Low	54	22	32	
	High	26	18	8	
PVTT					**0.0251** *
	NO	38	14	24	
	YES	42	26	16	

*The expression of WDR4 were compared between the tumor tissue and the normal tissue. BCLC, Barcelona Clinic Liver Cancer; PVTT, portal vein tumor thrombus. Bold italics indicate statistically significant values. *P<0.05

Supplementary Table S2 Univariate and multivariate analyses of clinicopathological characteristics, and WDR4 with overall survival.

Characteristics	Univariate analysis			Multivariate analysis		
	Hazard Ratio	95% CI	P value	Hazard Ratio	95% CI	P value
Gender	1.662	0.983-2.809	0.058			
Age	0.749	0.437-1.284	0.294			
HBV infection	1.080	0.599-1.946	0.798			
AFP (µg/L)	0.892	0.517-1.537	0.680			
Tumor Size (cm)	1.780	1.041-3.045	**0.035** *	1.490	0.839-2.646	0.174
TNM staging	2.277	1.342-3.864	**0.002** *	1.114	0.534-2.322	0.774
Multiple nodules	3.482	1.884-6.435	**<0.001** *	1.368	0.592-3.161	0.463
BCLC stage	3.893	2.192-6.915	**<0.001** *	2.198	1.010-4.782	**0.047** *
PVTT	2.735	1.535-4.873	**0.001** *	1.388	0.692-2.783	0.355
WDR4	4.097	2.163-7.759	**<0.001** *	2.215	1.088-4.513	**0.028** *

HR, Hazard ratio; CI, Confidence interval. Bold italics indicate statistically significant values. *P<0.05

Supplementary Table S3 Online analysis website

website	URL
GEPIA	http://gepia.cancer-pku.cn/
UALCAN	http://ualcan.path.uab.edu/index.html
CCLE	https://portals.broadinstitute.org/ccle/about
cBioPortal	https://www.cbioportal.org/
SIFT	http://provean.jcvi.org/index.php
PolyPhen-2	http://genetics.bwh.harvard.edu/pph2/index.shtml
GnomAD	https://gnomad.broadinstitute.org/
HPA	https://www.proteinatlas.org/
Ubibrowser	http://ubibrowser.ncpsb.org.cn/ubibrowser/home
TCGA-LIHC	https://portal.gdc.cancer.gov/
GEO(GSE105130)	https://www.ncbi.nlm.nih.gov/geo/

Supplementary Table S4 Primer sequences, siRNAs and shRNA used in this study.

Primer name		Sequence (5'-3')
WDR4	F	TCTCCAAGTCTGGCCGCTAT
	R	CGCACCACCATCCTGACACT
CCNB1	F	GCACTTTCCTCCTTCTCA
	R	CGATGTGGCATACTTGTT
MYC	F	GTCAAGAGGCGAACACACAAC
	R	TTGGACGGACAGGATGTATGC
E-cadherin	F	CGAGAGCTACACGTTACGG
	R	GGGTGTCTGAGGGAAAAATAGG
N-cadherin	F	AGCCAACCTTAACTGAGGAGT
	R	GGCAAGTTGATTGGAGGGATG
Vimentin	F	GACGCCATCAACACCGAGTT
	R	CTTTGTCGTTGGTTAGCTGGT
Fibronectin	F	TTATGACGACGGGAAGACCT
	R	GCTGGATGGAAAGATTACTC
GAPDH	F	GGTGAAGGTCGGAGTCAACG
	R	TGGGTGGAATCATATTGGAACA
WDR4 Primer1	F	GAGGAGTCTGCTATCAAGTAA
	R	TCACGAGGTCAGGAGATG
WDR4 Primer2	F	CTGCCAACGCTAATACCA
	R	TGCCACCTCAATGAATCG
si-NC		UUCUCCGAACGUGUCACGUTT
siWDR4-1		GGACGUGGCUUUCGAGGAG
siWDR4-2		GCAGACAGCAGUUGGUGUA
siCCNB1-1		CCATTATTGATCGGTTCAT
siCCNB1-2		CCACATCGAAGCATGCTAA
siMYC-1		GAGGUAUCUGGAAGAAAUTT
siMYC-2		GGAACAAGAAGAUGAGGAATT
si EIF2A-1		GAUGUAGUUUGGAAUUCUAGU
si EIF2A-2		GGUGCACCUUCAUUUGUUAGA
shWDR4-1		GCACCGTGTTAAAGAAAGTCT
shWDR4-2		AGAGTTTGTGAGCCGTATCTC
Sh-Ctrl		TTCTCCGAACGTGTCACGT

Supplementary Table S5 Primary antibodies used in this study

Antigens	Manufacturer	Catalog Number	Application
WDR4	Abcam	ab169526	1:1000 for WB;<br>1:500 for IHC
WDR4	Abcam	ab241297	IP
CCNB1	Proteintech	55004-1-AP	IP
CCNB1	Proteintech	67686-1-Ig	1:1000 for WB
β -actin	Proteintech	66009-1-Ig	1:1000 for WB
GAPDH	Proteintech	60004-1-Ig	1:10000 for WB
MYC	Proteintech	67447-1-Ig	1:1000 for WB
EIF2A	Proteintech	11233-1-AP	IP
EIF2A	Proteintech	66482-1-Ig	1:1000 for WB
Fibronectin	Proteintech	15613-1-AP	1:1000 for WB;<br>1:500 for IHC
Vimentin	Proteintech	10366-1-AP	1:1000 for WB;<br>1:500 for IHC
E-cadherin	Proteintech	20874-1-AP	1:1000 for WB;<br>1:500 for IHC
N-cadherin	Proteintech	22018-1-AP	1:1000 for WB;<br>1:500 for IHC
CDC25	Proteintech	16485-1-AP	1:1000 for WB
P21	Proteintech	10355-1-AP	1:1000 for WB
Caspase 3	Proteintech	19677-1-AP	1:1000 for WB
Caspase 7	Proteintech	27155-1-AP	1:1000 for WB
Caspase 9	Proteintech	10380-1-AP	1:1000 for WB
7-Methylguanosine	Biovision	6655-100	Me-RIP
IgG	Servicebio	GB23303	IP
IgG	Servicebio	GB23301	IP
HRP	IPKine	A25222	IP

How the deposited data were processed for this re-analysis (not part of the article)

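RNA-seq was analysed from 4 libraries of established human HCC cell lines, 1 each of HCC-LM3 and Huh-7 cells labelled sh-WDR4-2 or sh-NC, at 29807047 to 40572251 counts per library. The authors deposited 1 table with raw counts and FPKM per gene symbol. The deposited counts are whole numbers with a different total in each library, and no step before them beyond what the labels and the paper state is known. The deposited FPKM equal the count divided by a whole-number length and by the total of the library, so they add the gene length the authors used, which differs between the cell lines in 19 entries. Symbols were used as the table gives them, and genes of the lists were also matched through synonyms of the RefSeq gene table. Of the 19225 entries, 2648 had 0 counts in all libraries, 27 had a symbol turned into a date and 6 symbols occurred 2 times each, and these last were left out of the gene lists.

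Counts were normalized by TMM (factors 1.07, 1.07, 0.933 and 0.934) with edgeR 4.0.16 in R 4.3.3. Within a cell line, genes with a mean of at least 1 CPM over its 2 libraries were compared at an absolute log2 fold change over 1, with 0.5 added to the CPM. No p-value was made within a cell line. The common effect of both cell lines was tested with edgeR's robust quasi-likelihood test on the counts, with the cell line as a block, in genes with a mean of at least 1 CPM over the 4 libraries, and with DESeq2 1.42.0 as an alternative. The block rests on the cell line, which both libraries of a pair share. A floor of 3 counts, 0.0690 to 0.0940 CPM by library, stands for a count of 0. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

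Genes were named by a rule set before the data were examined: every gene the study names for these cells, the 10 largest rises and falls per cell line among genes of at least 5 CPM, genes past 2-fold the same way in both cell lines, and up to 4 members per gene list. Genes named outside it, BHMG1, CDC16, KRT7, CPS1, ALB, TTR and AFP, were chosen after their values were seen. The 26 gene lists were also set before the data were examined, and each median was placed among 10000 random lists matched in 20 bins of expression. Alternatives set then were other size factors, a pseudocount of 0.1 or 1, no filter or a mean of 10 CPM, a 1.5-fold threshold, and fits with another tool or without the block.

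On simulated counts with known fold changes, the 2-fold threshold found 47 of 50 genes changed 2.5-fold in each cell line, all genes changed 4-fold or more, and 0 of 12485 unchanged genes in HCC-LM3 cells. The edgeR test found 48 of 50 genes changed 1.5-fold in both cell lines and called 6 of 12481 unchanged genes. The simulation assumes that the cell lines respond alike. Its changed genes were drawn from those of at least 5 CPM, and every gene had the same dispersion, 0.0036, estimated from these 4 libraries. It therefore cannot give the rate of false calls among real genes, whose spread within a cell line is unknown.

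The order of the entries was examined after the data had been seen. After low counts had been noticed in genes of the cell cycle, 32 combinations were tried, 4 hash functions with 8 table sizes each, and that of a Python 2 dictionary with 32768 places gave a Spearman rho of 0.728 with the order of the entries, the other functions at most 0.0292 and the other sizes of the same function at most 0.403. With the places that such a dictionary tries after a collision, 18994 of 19225 symbols stood in order, while a random shuffle left 16904 out of order. The 231 out of order were the 27 dates, all of which fit once the original symbol is restored, and 204 others. Of these, 197 formed 96 closed exchanges, 92 of them between 2 entries. In a simulated table with 200 exchanged symbols, all 200 were found and returned to their entry, and 1 other was called. Synonyms of the RefSeq gene table stood for older symbols in the test of replaced symbols, since the table first planned for it held none. The length tolerance of 0.1 on the log2 scale, the number of places tried and the longest exchange were also chosen after seeing the data. Values are given as deposited unless the exchange is named, and coordinates are from GENCODE release 29 on GRCh38.

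Left out were the mitochondrially encoded mRNAs, since none of the 13 symbols on that list matched an entry, and sequence-level questions, which the counts do not address. Some genes and a gene list named by the rule are not reported here.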

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

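The test of an effect shared by both cell lines was chosen only after the result was seen. In the HCC-LM3 library labelled sh-WDR4-2, all 32 genes of the hypoxia and glycolysis list were higher than in the sh-NC library, with a median log2 fold change of 0.62 and 6 genes past 2-fold (CA9, NDRG1, PFKFB4, EGLN3, BNIP3 and ENO2). Gene length bias is argued against, since the median lay at the 100th percentile of random lists matched on length and expression. An effect of sh-WDR4-2 shared by both cell lines stays open, since the median in Huh-7 cells lay at the 99.99th percentile of random lists, but at 0.05 it was far smaller than in HCC-LM3 cells, and the difference between the cell lines was not tested, with 1 library each. A sequencing lane or library batch cannot be told apart from the shRNA in HCC-LM3 cells, whose 2 libraries carry 2 lane numbers, and culture density or oxygen was not recorded in the labels.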

How the results depend on the processing

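The alternatives without the symbols in doubt, with the ratio of the deposited FPKM and with symbols exchanged back were chosen only after the data were seen. Size factors of DESeq2 left the numbers of genes past 2-fold as they were, and no TMM changed HCC-LM3 to 36. The 33 genes past 2-fold in HCC-LM3 cells, 13 in Huh-7 cells and 1 in both became 59, 26 and 2 with a pseudocount of 0.1, 233, 112 and 8 at 1.5-fold, and 12, 1 and 0 at a mean of at least 10 CPM. Without a filter HCC-LM3 had 50 and Huh-7 26, and Huh-7 had 7 with a pseudocount of 1. The ratio of deposited FPKM without the CPM filter or a pseudocount gave 851, 698 and 75. Independent lists would share 6.32 higher and 3.12 lower genes if every gene were equally likely to pass. Genes of few counts pass more often in both cell lines, so the 75 do not show a shared effect. Removing symbols in doubt left 31, 10 and 1. The correlation between the cell lines was 0.018 without a filter and 0.068 at 10 CPM. In the edgeR test, the 2 calls became 0 without the replicate block of the cell line and 11 (7 higher, 4 lower) without a filter, and stayed at 2 in the other settings. Leaving out either pair of libraries is no independent check of the 2 called genes, which were called for rises in both cell lines. WDR4 kept its sign in all 8 alternative values, but a pseudocount cannot change a sign. In Huh-7 cells its counting interval of −0.15 to 0.11 spans 0, so no direction is established there. With symbols exchanged back, CCNB1 in HCC-LM3 cells went to −0.069 on the log2 scale, opposite in sign to its deposited entry. CDK1 went to −9.5e-04 in HCC-LM3 and 0.026 in Huh-7 cells, no change within the counting intervals, where its deposited entry had 0.20 and −1.10. Of the alternative medians of gene lists, 393 stayed within 0.1 of the median or, for medians of at least 0.1, within its bootstrap interval over genes, and 7 moved, all of immune or squamous markers. Medians near 0 changed sign for complement and coagulation (0.05 in HCC-LM3 cells without a filter, −0.03 in Huh-7 cells at 10 CPM) and, in Huh-7 cells, for histone genes (−0.02 without a filter) and mesenchymal genes (−0.01 without TMM, without a filter and at 10 CPM). Without the symbols out of order, hepatocyte genes had medians of −0.074 in HCC-LM3 and −0.086 in Huh-7 cells over 10 genes. The causes were not tested. Depth limits genes near the floor of 3 counts.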

Differences from the paper's values

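WDR4 mRNA in Huh-7 cells with sh-WDR4-2 was about 0.48 of that with sh-NC by the paper's qRT-PCR in Fig. 6D, read by eye, and 0.987 in the sequenced libraries. The size factors of DESeq2, no TMM, and pseudocounts of 0.1 and 1, all set before the data were examined, left this difference in place. The assays differ, and the counting interval covers 1 library per group.

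The paper reports lower CCNB1 mRNA in Huh-7 cells after stable WDR4 knockdown (Fig. 6D), and reduced stability of that mRNA (Fig. 6F). The deposited CCNB1 entry, whose symbol stands out of order, had 2 counts in the Huh-7 library labelled sh-WDR4-2 and 1 in sh-NC. In HCC-LM3 cells it had 17 and 9 counts, under 1 CPM, a ratio of 2.57 (counting interval 1.08 to 6.55). With the symbols exchanged back, a setting chosen after seeing the values, the ratios were 0.953 in HCC-LM3 and 1.07 in Huh-7 cells. WDR4 itself fell little or not detectably in these libraries, so the ratios do not test the paper's result.

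The paper relates the RNA-seq data to the cell cycle pathway (Fig. 6A). At a mean of 1 CPM, 0 of 95 measured genes of that pathway passed 2-fold in HCC-LM3 cells and 1 of 95 in Huh-7 cells. The paper's P-value threshold was not applied. By the ratio of the deposited FPKM with no filter, chosen after seeing the data, 12 of 119 genes above 0 passed 2-fold in either cell line, 9 of them with a symbol out of order, where the rate over all 16577 symbols above 0 gives 10.1. When a 0 in 1 library was counted too, a choice made after seeing the first count, 22 passed, 19 of them with a symbol out of order, where that rate gives 21.2. With symbols exchanged back 3 of 121 passed either way, where it gives 10.2 and 21.5. That rate includes symbols under 1 CPM, which pass more often. Exchanged back, 118 pathway genes in HCC-LM3 and 116 in Huh-7 cells reached 1 CPM, so the rate is not matched to them and shows no depletion. The paper also relates the data to ribosomal constituents and methyltransferase activity, where no measured gene of the corresponding lists passed 2-fold at 1 CPM.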

Other observations

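Several gene lists had medians slightly off 0 in HCC-LM3 cells beside the hypoxia genes. Immediate early genes had a median log2 fold change of 0.14 (100th percentile of random lists), led by NR4A1 at 0.81 and FOSB at 0.68 but with DUSP6 at −0.25, and had −0.04 in Huh-7 cells. Genes of the integrated stress response had −0.10 (0.01th percentile), with NUPR1 at −0.39 but ATF3 at 0.57 and VLDLR at 0.73, and −0.02 in Huh-7 cells. Interferon-stimulated genes had −0.10 (0.175th percentile), with 28 of 35 lower, ISG15 at −0.36 but ISG20 at 0.69, and −0.02 in Huh-7 cells. Cholesterol synthesis genes had −0.09 (0.1th percentile, 22 of 25 lower) in HCC-LM3 and 0.04 (99.5th percentile, 21 of 25 higher) in Huh-7 cells. The differences between the cell lines were not tested. Mesenchymal genes had 0.05 and 0.00, with LOX at 1.02 in HCC-LM3 cells and TWIST2 at −0.22 and −0.75, and epithelial genes had −0.04 and 0.07 (99.9th percentile in Huh-7 cells). CDH1 had −0.06 in HCC-LM3 cells, under 1 CPM, and −1.17 in Huh-7 cells, from 26 counts against 86. CDH2, VIM and FN1 had −0.02, 0.07 and 0.25 in HCC-LM3 and 0.16, 0.02 and 0.32 in Huh-7 cells. The paper reports E-cadherin (CDH1) higher and N-cadherin (CDH2), vimentin and fibronectin lower after WDR4 knockdown, by qRT-PCR and Western blot (Fig. 3C). Its knockdown there was by siRNA (Fig. 2A), while these libraries are labelled with a stable shRNA. For its mouse experiments with stable knockdown cells it reports the same directions of the proteins (Fig. 4H). Of the sequencing values above only CDH2 in HCC-LM3 cells has the paper's sign, most are small, and WDR4 itself fell little or not detectably.

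Medians in HCC-LM3 and Huh-7 cells were 0.03 (99.9th percentile) and 0.02 for nuclear pore, RNA export and translation initiation genes, −0.02 and 0.00 for MYC targets (1 past 2-fold in Huh-7 cells, NOP16, with a symbol out of order), −0.05 and 0.00 for apoptosis genes, −0.06 (1.80th percentile) and 0.02 for histone genes, −0.04 and −0.04 (1.52th percentile in Huh-7 cells) for the unfolded protein response, and −0.02 and 0.01 for complement and coagulation. MYC had 0.00 and −0.14, EIF2A 0.09 and −0.06, MKI67 0.08 and 0.07, and CDC25C −0.19 and 0.04. The entry with the symbol CDKN1A, which stands out of order, had 0 counts in all libraries, and with the symbols exchanged back CDKN1A had 3550 and 5620 counts in HCC-LM3 cells, a ratio of 0.860 (0.824 to 0.897), and a ratio of 1.00 (0.945 to 1.06) in Huh-7 cells. Of 50 hepatocyte genes, 33 were under 1 CPM, and the measured 14 had medians of −0.03 in both cell lines, or −0.07 and −0.09 over 10 genes without the symbols out of order. ALB and TTR had 0 counts in all 4 libraries and AFP at most 6, with their symbols in order, although Huh-7 cells are known to secrete albumin and alpha-fetoprotein, while CPS1 had 97820 to 133222 counts in HCC-LM3 libraries and KRT7 had 12987 and 13344 in Huh-7 libraries. The identity of the cells was not tested and is open. Of other cell types, endothelial and stromal markers had medians of 0.05 and 0.12 over 8 and 7 genes, immune markers 0.16 and −0.31 over 1 and 3, and squamous keratinocyte markers −0.16 and 0.03 over 3 and 4.

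The tests of exchanged symbols and of low transcription were chosen only after the pattern was seen. Among the 204 symbols out of order were 26 of the 123 entries for the KEGG cell cycle pathway, 11 of 99 for nuclear pore, RNA export and translation initiation, 4 of 50 for hepatocyte genes, 2 of 61 for complement and coagulation and all 6 genes of Fig. 6C, and none for the methyltransferase, apoptosis, mesenchymal or hypoxia genes. Replacement of older symbols by current ones is argued against, since for 0% of the 204, of which 195 have another symbol to test, such a symbol had its place there, and so is low transcription of these genes in the cells, since 14 of 15 core replication, ribosome and translation genes listed under 1 CPM (93.3%) were out of order. An exchange of symbols between entries after the table was written is a candidate explanation: exchanging back brought 71.7% of 184 symbols within 0.1 (log2) of a GENCODE transcript length, against 17.9% as deposited and 18.6% on average, at most 27.4%, in 1000 random reassignments. Among the 19 entries whose length differs between the cell lines are several of the 204, such as CDK1, TAF9 and PFN1. Moving a symbol alone does not make a length differ between the cell lines, so the exchange leaves this unexplained. How the symbols came to stand there is not known from the table, and no further explanation was tested.

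The tests of depth and of a misplaced symbol were chosen only after the small change of WDR4 was seen. Too little depth is argued against, since the lower bound of the log2 counting interval in Huh-7 cells was −0.15, far from a fall to the level of the paper's qRT-PCR. A misplaced symbol is argued against too, since WDR4 stood in order and its length lay 0.033 (log2) from a GENCODE transcript. A wrong library label cannot be excluded, with 1 library per cell line and shRNA and no shRNA sequence in the counts. A weak knockdown in the sequenced cells was not tested.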
